# A Holistic Systems Approach to Characterize the Impact of Pre- and Post-natal Oxycodone Exposure on Neurodevelopment and Behavior

**DOI:** 10.3389/fcell.2020.619199

**Published:** 2021-01-07

**Authors:** Katherine E. Odegaard, Victoria L. Schaal, Alexander R. Clark, Sneh Koul, Jagadesan Sankarasubramanian, Zhiqiu Xia, Melissa Mellon, Mariano Uberti, Yutong Liu, Andrew Stothert, Matthew Van Hook, Hanjun Wang, Chittibabu Guda, Steven J. Lisco, Gurudutt Pendyala, Sowmya V. Yelamanchili

**Keywords:** oxycodone, electrophysiology, RNA-sequencing (RNA-Seq), Von Frey, proton magnetic resonance spectroscopy (1H-MRS)

## Abstract

**Background:** Increased risk of oxycodone (oxy) dependency during pregnancy has been associated with altered behaviors and cognitive deficits in exposed offspring. However, a significant knowledge gap remains regarding the effect of *in utero* and postnatal exposure on neurodevelopment and subsequent behavioral outcomes.

**Methods:** Using a preclinical rodent model that mimics oxy exposure *in utero* (IUO) and postnatally (PNO), we employed an integrative holistic systems biology approach encompassing proton magnetic resonance spectroscopy (^1^H-MRS), electrophysiology, RNA-sequencing, and Von Frey pain testing to elucidate molecular and behavioral changes in the exposed offspring during early neurodevelopment as well as adulthood.

**Results:** ^1^H-MRS studies revealed significant changes in key brain metabolites in the exposed offspring that were corroborated with changes in synaptic currents. Transcriptomic analysis employing RNA-sequencing identified alterations in the expression of pivotal genes associated with synaptic transmission, neurodevelopment, mood disorders, and addiction in the treatment groups. Furthermore, Von Frey analysis revealed lower pain thresholds in both exposed groups.

**Conclusions:** Given the increased use of opiates, understanding the persistent developmental effects of these drugs on children will delineate potential risks associated with opiate use beyond the direct effects in pregnant women.

## Introduction

Over the last few years, the increasing trend in opioid abuse has become a major public health crisis across the globe. As a result, this steep increase in abuse of prescription opioids, which include both licit and illicit opioids, has resulted in the opioid epidemic (Volkow and McLellan, 2016). Whilst this epidemic has traversed different groups in the society, pregnant women are a particularly vulnerable group since they are prescribed opioids such as morphine, buprenorphine, and methadone, all of which have been shown to cross the placenta (Gerdin et al., 1990; Nanovskaya et al., 2002, 2008), potentially impacting the developing fetus. Limited data exist regarding the effects of *in utero* (IUO) or postnatal (PNO) exposure to oxycodone (oxy), however. Oxy is prescribed for multiple types of pain and can bind to mu- and kappa-opioid receptors (Kim, 2017). Oxy easily passes through the blood-brain barrier, thus allowing higher concentrations to accumulate in the brain (Okura et al., 2008, 2015; Chaves et al., 2017), subsequently contributing to its analgesic properties and risk for dependency and addiction.

Several studies (Byrnes and Vassoler, 2018) have been conducted with rodent models to investigate the detrimental effects of gestational opioid use on neurodevelopment of the offspring, but a gap in knowledge exists regarding the effects of IUO or PNO oxy exposure on synaptogenesis. We have previously identified novel miRNA signatures related to neurodevelopment contained within brain-derived extracellular vesicles of PNO and IUO offspring (Shahjin et al., 2019), and our current study aims to investigate metabolic, synaptic, molecular, and behavioral alterations in these exposed offspring. Using a Sprague Dawley rat model previously established by our labs (Shahjin et al., 2019; Odegaard et al., 2020), we employed proton magnetic resonance spectroscopy (^1^H-MRS) to measure biochemical changes of main brain metabolites in the hippocampus. Additionally, we identified synaptic alterations in the hippocampus through the use of electrophysiology experiments. Further, RNA-sequencing (RNA-seq) was conducted on tissue RNA isolated from the prefrontal cortex (PFC) to determine changes in gene expression, particularly in genes related to neurodevelopment, disease states, and mood disorders. The hippocampus and the PFC are key regions involved in substance abuse disorders and the negative emotional state associated with withdrawal (Koob, 2020); indeed, systemic opioid exposure has been shown to attenuate hippocampal afferent-driven activity in the PFC (Giacchino and Henriksen, 1998). For these reasons, we have investigated both regions in this study to identify alterations in either area of the brain during the early developmental period spanning from post-natal day 14 (P14) to P17, which corresponds with peak synaptogenesis (Semple et al., 2013). In our final experiments, we employed Von Frey tests to elucidate any lasting impacts of early-life oxy exposure on pain thresholds. The comprehensive and systematic approach used in this study allows for thorough research into pre- and post-natal oxy abuse, a critical step in closing the knowledge gap surrounding this commonly used opioid analgesic.

## Methods

### Animals

Male and female Sprague Dawley rats were obtained from Charles River Laboratories Inc. (Wilmington, MA, USA) and group housed in a 12 h light–dark cycle and fed *ad libitum*. The total number of animals used for this study can be found in Supplementary Table 1. All procedures and protocols were approved by the Institutional Animal Care and Use Committee of the University of Nebraska Medical Center (UNMC) and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Oxycodone Treatment

The development of the IUO treatment paradigm was adapted from a previously published study (Davis et al., 2010), and the overall treatment paradigm previously established in our lab was followed (Shahjin et al., 2019; Odegaard et al., 2020). Briefly, nulliparous female (64–70 days of age) Sprague Dawley rats were treated with oxycodone HCl (Sigma Aldrich, St. Louis, MO) dissolved in saline or saline vehicle via oral gavage. An ascending dosing procedure was used wherein doses of 10 mg/kg/day of oxy were orally-gavaged for 5 days followed by a 0.5 mg/kg/day escalation for 10 days until reaching a final dose of 15 mg/kg/day, after which females were mated with proven male breeders. The treatment regimen continued throughout mating, gestation, and parturition until weaning (P21). For the PNO paradigm, dams were orally-gavaged with 15 mg/kg/day of oxy only after parturition until weaning. Upon weaning of the pups, dams were euthanized by isoflurane overdose followed by decapitation using a guillotine.

### MRI/MRS Acquisitions

P17 pups were used for *in vivo* localized ^1^H-MRS imaging of the hippocampus. Animals were anesthetized by inhalation of 1–1.5% isoflurane in 100% oxygen and maintained 40–80 breaths/minute. The duration of a study for a single animal was about 1 h. MRI and ^1^H-MRS data were obtained using a Bruker® Biospin 7 Tesla/21 cm small animal scanner (Bruker, Billerica, MA), operating at 300.41 MHz, using a laboratory-built 22 mm diameter quadrature birdcage volume coil. All first- and second-order shim terms were first automatically adjusted in the volume-of-interest (VOI) using MAPSHIM® (Bruker, Billerica, MA), with a final shim performed manually to achieve a water line width of 10–15 Hz. The water signal was suppressed by variable power radiofrequency pulses with optimized relaxation delays (VAPOR) (Tkác et al., 1999). MR images were acquired for anatomical reference using a multi-slice rapid acquisition with relaxation enhancement (RARE) sequence (Effective echo time (TE) = 36 ms, Rare Factor = 8, repetition time (TR) = 4,200 ms, Number of Averages (NA) = 2, Scan Time = 3 m 21 s; FOV = 20 × 20 mm^2^, Matrix Size = 256 × 256, Spatial Resolution = 0.078125 × 0.078125 mm^2^, Number of Slices = 29, Slice Thickness = 0.5 mm). ^1^H MRS data sets were obtained using semiLASER localization with timing parameters (TE/TR = 40/4,000 ms, 576 averages, 2,048 points) from a 2 × 5.187 × 1.557 mm^3^ (16.15 μl) VOI located in the hippocampus. Pulse types and specifications: Excitation: hermite 90, duration = 0.7 ms, bandwidth = 5,400 Hz; 1st and 2nd Refocusing: hyperbolic secant, duration = 4 ms, bandwidth = 9484.5 Hz. The acquisition time was 38:24 min per data set. All pulses were applied with a frequency offset of −600 Hz to center the pulse bandwidth between Creatine (CRE) and N-Acetyl Aspartate (NAA). For the water suppression module, the spoiler strength matrix was calculated automatically. Spoiler strength was 35%; spoiler duration was 1.5 ms. For each experiment, one data set was acquired without water suppression to be used as the water concentration reference for the quantitation process. Unsuppressed water spectra were obtained with identical metabolite spectra parameters except for the following: TR = 10,000 ms, NA = 1, and Receiver Gain = 64. One 64 average (for quality assessment) plus four 128-average data sets were acquired for metabolite measurements using a combination of VAPOR (Tkác et al., 1999) scheme for water suppression.

Model parameters and constraints for quantification were generated using spectra from phantoms (*n* = 14) for the following metabolites: Alanine (ALA), Aspartate (ASP), Gamma-Aminobutyric acid (GABA), Glucose (GLC), Glutamine (GLN), Glutamate (GLU), Glycine (GLY), Lactate (LAC), Myo-inositol (MYO), Phosphorylcholine (PC), Taurine (TAU), total choline (tCHO), CRE, and NAA. Phantoms of each metabolite were prepared in pH 7.5 phosphate buffer (100 mM) and contained *3-(trimethylsilyl)-1-propane-sulfonic acid* and *sodium formate* as chemical shift and phasing references. Spectra for each metabolite at known concentrations were acquired using semiLASER (Wijnen et al., 2010) sequences at 40 ms TE, maintaining the phantom at 38°C with a circulating water jacket during spectral acquisition. The set of metabolite spectra formed a *metabolite basis set*, which was used as *prior-knowledge* in the quantification process. In all groups, *n* = 6 for all metabolites except LAC (IUO *n* = 4).

### Electrophysiology

Coronal hippocampal brain slices were prepared from P17 animals (*n* = 6 per group) using the “protected recovery” method (Ting et al., 2014). Briefly, rats were euthanized by CO_2_ asphyxiation and decapitated; brains were rapidly dissected into a slush of artificial cerebrospinal fluid (ACSF) containing (in mM) 124 NaCl, 2.5 KCl, 1.25 NaH_2_PO_4_, 24 NaHCO_3_, 12.5 glucose, 2 CaCl_2_, and 2 MgSO_4_ and continuously bubbled with a mixture of 5% CO_2_ and 95% O_2_. The cerebellum was removed with a razor blade, and the brain was affixed to the cutting chamber using cyanoacrylate glue. Two hundred and fifty micron-thick coronal brain sections through the hippocampus were cut using a vibrating microtome (Leica VT1000S) and hemisected into right and left halves through the midline before being transferred to a net submerged in an N-methyl-D-glucamine (NMDG)-based ACSF composed of (in mM) 92 NMDG, 2.5 KCl, 1.25 NaH_2_PO_4_ 30 NaHCO_3_, 20 HEPES, 0.5 CaCl_2_, 10 MgSO_4_, 2 thiourea, 5 L-ascorbic acid, and 3 Na-pyruvate, warmed to ~30°C and bubbled with 5% CO_2_ and 95% O_2_. After a 10 to 15 min incubation in the NMDG ACSF, slices were transferred to a chamber containing room temperature ACSF and allowed to recover for 1 h before beginning patch clamp experiments. Reagents were purchased from Thermo Fisher Scientific (Waltham, MA) unless noted otherwise.

For whole-cell recording, slices were positioned in a recording chamber on an upright fixed-stage microscope (Olympus BX51WI) and superfused by a gravity-fed system with ACSF warmed to 29–31°C using an in-line solution heater at approximately 4 mL/min. The ACSF was supplemented with 60 μM picrotoxin. A concentric bipolar stimulating electrode was positioned in the *stratum radiatum* to stimulate Schaffer collateral axons using a 0.1 ms current delivered at 0.1 Hz from an isolated pulse stimulator (A-M Systems Model 2100). CA1 pyramidal neurons were targeted for whole-cell recording with patch pipettes pulled from thin-walled borosolicate glass on a Sutter P-1000 micropipette puller. The patch pipettes had a resistance of 5–8 MΩ when filled with a solution containing (in mM) 120 Cs-methanesolfonate, 10 HEPES, 8 TEA-Cl, 5 ATP-Mg, 0.5 GTP-Na_2_, 5 phosphocreatine, and 0.5 EGTA (pH = 7.35, osmolality = 282 mOsm). Reported voltages are corrected for a 10 mV liquid junction potential. The intensity-response profile of the evoked excitatory post-synaptic currents (EPSCs) for each cell was determined by the average of 3–10 responses obtained at each stimulus strength (50–225 μA). The AMPA/NMDA ratio was measured as the ratio of the peak of the inward EPSC recorded at −70 mV to the outward EPSC amplitude at 50 ms post-stimulus at a holding potential of +40 mV. Miniature EPSCs (mEPSCs) were recorded in the absence of stimulus and were detected and analyzed using MiniAnalysis (Synaptosoft). mEPSC frequency for each recorded cell was determined as the median of the instantaneous frequencies of all detected events for that cell. Due to variability in the number of cells patched and recorded, respective samples sizes are provided in **Figure 2**.

### Total RNA Extraction, Quality Control, Library Preparation, and RNA-Seq

Total RNA from prefrontal cortex (PFC) tissue was isolated from the randomly selected pups (*n* = 6) from each treatment group at P14 using the Direct-Zol RNA kit (Zymo Research, CA, USA) based on the manufacturer's protocol. Samples were sent to UNMC's Next Generation Sequencing (NGS) core. RNAseq libraries were generated beginning with 1 ug of total RNA from each sample using the TruSeq V2 RNA sequencing library kit from Illumina following recommended procedures (Illumina Inc., San Diego, CA). Resultant libraries were assessed for size of insert by analysis of an aliquot of each library on a BioAnalyzer instrument (Agilent Technologies, Santa Clara, CA). Each library contained a unique indexing identifier barcode allowing the individual libraries to be multiplexed together for efficient sequencing. Multiplexed libraries (18 samples per pool) were sequenced on a single flow cell of the NextSeq550 DNA Analyzer (Illumina) to generate a total of ~28 million 75 bp single reads for each sample.

### Bioinformatics

Differentially expressed genes (up- and downregulated) between SAL and PNO, SAL and IUO, and PNO and IUO were chosen for further functional characterization using ClueGO plug-in module (Bindea et al., 2009) in Cytoscape software (Shannon et al., 2003). The “biological process” option in Clue-Go analysis was used to visualize the categories of DEG functions in each comparison.

### Von Frey

Von Frey experiments were conducted (*n* = 4) from each group at P17, and the same animals were tested at P75. The test was commenced as the rats placed four paws comfortably on the mesh floor and the plantar were clearly visible. The examiner randomly picked the left or right hind paw as the first evaluated paw during each assessment. A monofilament Von Frey hair was applied exactly vertical on the plantar surface until the hair buckled and the shape of the hair was held for 5 s. The specific value of the forces chosen were: 0.6, 1.0, 1.4, 2.0, 4.0, 6.0, 8.0, 10.0, and 15.0 g. The cut-off force was set as 15.0 g because the paw would be lifted if the next force (26.0 g) was applied. During the measuring process, each force was applied 10 times with an interval of at least 5 s to allow the animal to recover from the previous stimuli. Noxious responses were determined if any of the following robust reflex responses occurred: paw retracting, paw withdrawal, or paw licking. Once there were 4 positive responses in 10 applications, the force was determined as the mechanical withdrawal threshold. The mechanical withdrawal threshold for both of two paws was recorded.

### Statistical Analyses

All data represented in the manuscript are reported as mean ± SEM. Data in each analysis were normally distributed. Significant differences were computed using Welch's *t*-test (Electrophysiology) and two-way ANOVA (Von Frey and MRI/MRS data) followed by Tukey's test with a significance criterion of *p* ≤ 0.05. All statistical tests were performed with GraphPad Prism (La Jolla, CA, USA); data represented as Mean ± SEM on the graphs.

## Results

### Quantitation of Metabolites in Oxy-Exposed Pups

Brain metabolites are spatiotemporally regulated during development (Miyazawa and Aulehla, 2018). However, it is unknown whether IUO or PNO exposure influences the expression levels of these metabolites in the offspring. Accordingly, we conducted ^1^H-MRS scans on the brain hippocampus of postnatal day 17 (P17) saline, PNO, and IUO groups (Figure 1). We found that IUO or PNO treatment did affect metabolite concentrations in these animals [Metabolite: *F*_(13, 208)_ = 96.75, *P* < 0.0001; Treatment: *F*_(2, 208)_ = 5.520, *P* = 0.0046; Interaction: *F*_(26, 208)_ = 2.093, *P* = 0.0023]. Specifically, we identified higher levels of neurotransmitter aspartate (ASP) and glutamate (GLU) in both PNO and IUO groups. However, N-acetyl aspartate (NAA), the second most abundant metabolite in the brain, was significantly elevated in the IUO group. Additionally, taurine (TAU) concentration was elevated in the PNO group but was significantly lower in the IUO offspring compared to controls. Together, these data point to alterations in key metabolite levels in both the PNO and IUO groups that are more pronounced in the latter.

**Figure 1:**
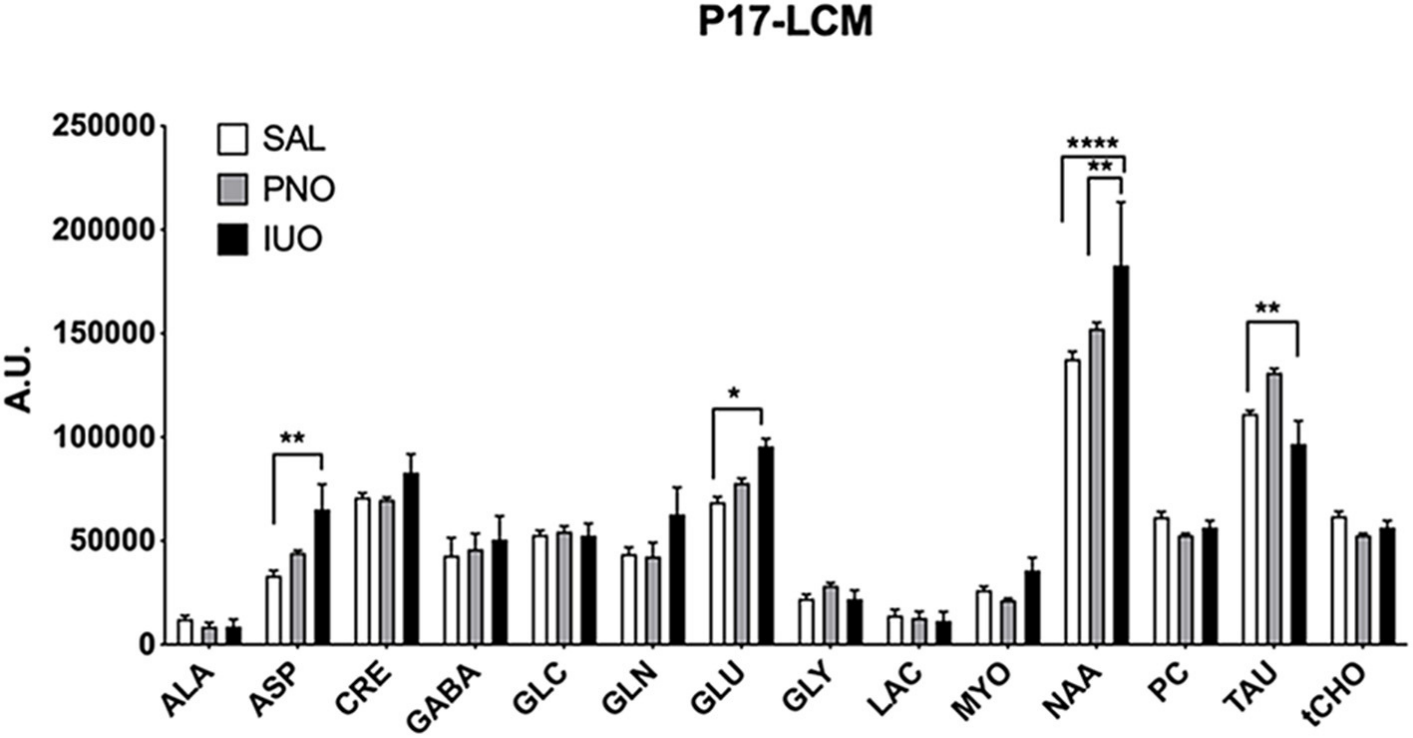
Metabolite concentrations in the hippocampus measured by ^1^H-MRS at P17 in PNO and IUO animals. Measured metabolites included Alanine (ALA), Aspartate (ASP), Creatine (CRE), Gamma-Aminobutyric acid (GABA), Glucose (GLC), Glutamine (GLN), Glutamate (GLU), Glycine (GLY), Lactate (LAC), Myo-inositol (MYO), N-Acetyl Aspartate (NAA), Phosphorylcholine (PC), Taurine (TAU), and total choline (tCHO). In all groups, *n* = 6 for all metabolites except Lac (*n* = 4 in the IUO group). All data represented as mean ± SEM. *p < 0.05, **p < 0.01, ****p < 0.0001.

### Synaptic Alterations in IUO and PNO Offspring

CA1 synapses were monitored in hippocampal slices of control, PNO, and IUO rats (Figure 2). Input-response curves showed that the post-synaptic currents in the PNO group cells were smaller than control (*p* = 0.02, *p* = 0.017; Figure 2A). Although the AMPA/NMDA ratio in PNO rats appeared reduced compared to controls, the difference was not significant (*p* = 0.07; Figure 2A). The paired pulse ratio (PPR) of post-synaptic currents did not significantly differ among the three groups, suggesting no change in presynaptic vesicle release probability (Figure 2A). When measuring miniature excitatory post-synaptic currents (mEPSCs), we found that, although the frequency and amplitude of the currents did not differ between groups, the PNO mEPSCs had slightly faster decay kinetics (*p* = 0.0048; Figure 2B), which is consistent with altered AMPA receptor subunit composition. Together, these data point to altered synaptic maturation in the PNO offspring.

**Figure 2:**
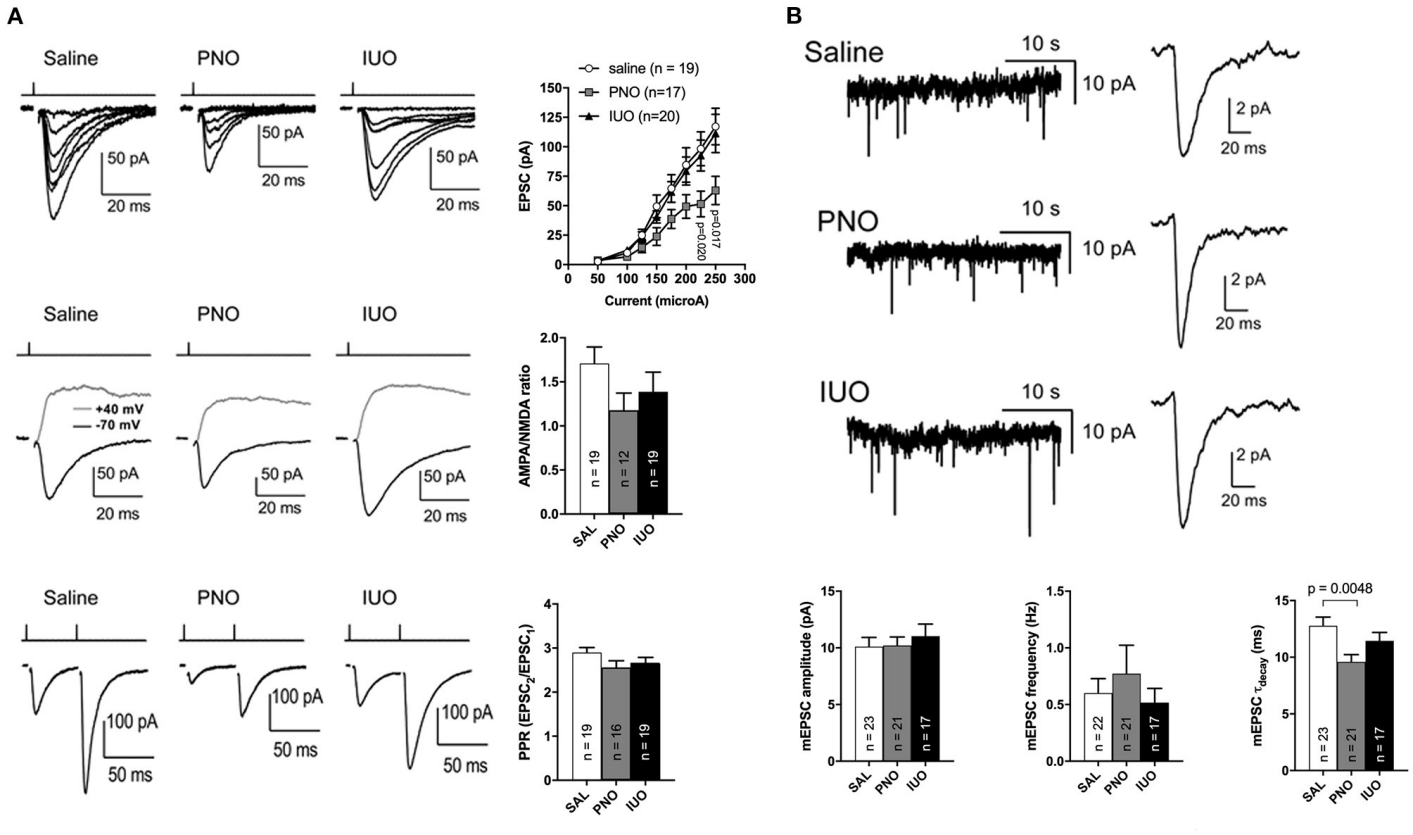
Evoked EPSC and mEPSC monitored in hippocampal slices of control, PNO, and IUO rats. **(A)** Evoked EPSC data; Top: A series of EPSCs recorded in each of the three treatment conditions in response to a series of stimulus strengths (50–225 μA). Stimulus timing is marked above the traces. Group data show the intensity-response profiles for cells recorded from Saline, PNO, and IUO rats. Middle: AMPA receptor and NMDA receptor-mediated EPSCs recorded by voltage-clamping CA1 pyramidal cells at −70 and +40 mV, respectively. The AMPA receptor component was measured at the peak of the inward EPSC while the NMDA receptor component was measured 50 ms post-stimulus. Group data of AMPA/NMDA ratios show there was no significant difference between the groups. Bottom: Paired pulse traces showing the characteristic synaptic facilitation in response to a pair of pulses separated by 50 ms. Group data show the paired pulse ratio was not significantly different between treatment conditions. **(B)** Traces of mEPSCs recorded in the absence of stimulation followed by mEPSCs waveforms from individual cells. These were obtained by averaging all detected events in individual cells. Group data show that mEPSC amplitudes and frequencies were not significantly different between treatment groups. Group data of mEPSC decay time constants (τ_decay_), show that mEPSCs in the PNO group decayed more quickly than in control. Sample sizes of recorded cells are shown in the bars of each graph; all data represented as mean ± SEM.

### RNA-Seq Highlights Gene Expression Changes in Oxy-Exposed Pups

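RNA from the PFC of 18 pups at P14 was sequenced, 6 pups in each of 3 groups. The dams of the SAL group were given saline. Dams of the PNO group received oxy at 15 mg/kg/day only after parturition, so that their pups were exposed through the breastmilk. Dams of the IUO group were started at 10 mg/kg/day, raised to 15 mg/kg/day, mated, and treated until weaning, which added placental exposure. All libraries were pooled and sequenced together on 1 flow cell, and no sequencing batch separates the groups. For each pup the authors deposited the expected count of every gene, an estimate in which a read that matches several genes is divided between them, beside TPM and FPKM values computed from it. The paper's text does not name the aligner, the genome build, the quantification program or the test used for differential expression.

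Expected counts over the 32623 genes listed summed to between 18381819 and 24518150 per pup in SAL (median 23178826), between 18547404 and 25649851 in PNO (median 20810530) and between 18643283 and 26084780 in IUO (median 23098790). The paper states a depth of about 28000000 reads per sample, and the values given here rest on the summed expected counts. No pair of pups of the same group looked like 1 library sequenced again, with a chi-square per degree of freedom between 11.2 and 200.3 over 14052 genes in the 45 pairs. Each pup was counted as a separate sample because the sample titles give it its own replicate number. The treatment was given to the dams, and the litter of each pup is not given. If pups of a group shared litters, they were not independent, and the p-values given here would be too small.

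The expected counts were rounded to whole numbers, normalized for library size by the TMM method (levels are given as CPM, counts scaled to a common library size), and tested with edgeR's quasi-likelihood test in a single model over the 3 groups, which leaves 15 residual degrees of freedom. A gene entered the test when edgeR's filter found enough counts for groups of 6, which left 15703 genes, and p-values were adjusted by the Benjamini-Hochberg method over these genes. The results text of the paper uses 1.5-fold and a p of 0.05 without saying whether it was adjusted, and the footnote of Table 1 adds a false discovery rate of 5%, so that counts of genes are given both with and without adjustment. These counts can depend on the scaling, the test, the filter on low counts and the samples and covariates in the model. They can also depend on leaving out samples gene by gene, which is seen in Supplementary Table 2.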

To further understand the molecular causes associated with changes in synaptic currents, we performed RNA-seq analysis on the prefrontal cortex (PFC) (Figure 3A; Supplementary Table 2). Employing a criteria of 1.5-fold change and *p* < 0.05, we found 62 genes (20 up and 42 down) between saline and PNO and 161 genes (78 up and 83 down) between saline and IUO. 

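Among the 15703 genes tested, 0 had an adjusted p-value under 0.05 and a change of at least 1.5-fold between PNO and SAL, and 0 between IUO and SAL. The smallest adjusted p-value from edgeR's quasi-likelihood test was 0.912 for PNO and 0.0997 for IUO. At an unadjusted p-value under 0.05 and the same fold, 195 genes differed between PNO and SAL, of which 65 were higher and 130 lower in PNO. For IUO against SAL the number was 251, with 94 higher and 157 lower in IUO. The division into higher and lower genes moved with the setting. For IUO against SAL it was 132 higher and 114 lower with the replicate number as a block, 267 and 219 with limma-voom, and 162 and 147 with a myelin marker score as a covariate, which was chosen after the data were seen. For PNO against SAL, 33.3% of the 195 genes were higher in PNO. The share was 21.9% of 215 without library size normalization, 49.2% of 240 with limma-voom and 44.5% of 548 without the filter on low counts.

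Pups of different groups carry the same replicate numbers from 1 to 6. The deviations of same-numbered PNO and SAL pups from their group means were correlated at 0.232 on average over the 6 pairs. With the replicate number as a block in the model, 0 genes passed the adjusted threshold between PNO and SAL (smallest adjusted p-value 0.867), and 183 passed the unadjusted one, 77 higher and 106 lower.

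Of the alternatives set before the data were examined, the exclusion procedure read from Supplementary Table 2 moved both comparisons most. In it, counts more than 1 SD from the mean of their group are left out gene by gene, the remaining unnormalized counts are tested, and p-values are adjusted over the genes with an absolute log2 ratio of at least 0.5. It gave 86 genes between PNO and SAL, 31 higher and 55 lower in PNO, and 274 genes between IUO and SAL, 171 higher and 103 lower in IUO.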

When comparing the PNO and IUO groups, we found 1,465 genes (1,199 up and 266 down). 

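Between IUO and PNO, 7 genes passed an adjusted p-value of 0.05 with a change of at least 1.5-fold, 2 higher and 5 lower in IUO, and 10 genes passed at any fold. Without adjustment, 600 genes passed the same fold and a p-value of 0.05, and 42.0% of them were higher in IUO (252 higher and 348 lower). When the counts were not normalized for library size, the median log2 fold change of all genes was 0.11, 63.0% of 633 genes were higher in IUO, and 0 genes passed after adjustment. The share of higher genes without adjustment was 53.4% of 650 with the replicate number as a block and 64.1% of 1354 with limma-voom. The exclusion procedure of Supplementary Table 2 gave 1230 genes, 997 higher and 233 lower in IUO.

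Of these 7 genes, the 5 with the smallest adjusted p-values are given in TMM-normalized CPM. Rn60_1_2212.3 (ENSRNOG00000062155) had 13.2 ± 3.62 (SD, n = 6 pups) in IUO and 6.39 ± 0.861 (SD, n = 6) in PNO. Its log2 fold change was 1.06 (standard error 0.17, adjusted p = 0.0297 from edgeR's quasi-likelihood test), and the lowest IUO pup (7.56) lay below the highest PNO pup (7.66). Mgat4c (ENSRNOG00000004149) had 10.8 ± 1.20 in IUO and 6.86 ± 0.360 in PNO, a log2 fold change of 0.65 (standard error 0.10, adjusted p = 0.0297), with every IUO pup at 9.09 or more and every PNO pup at 7.50 or less. Cdc42ep2 (ENSRNOG00000020904) was lower in IUO, at 11.8 ± 1.47 against 18.3 ± 1.76, a log2 fold change of -0.63 (standard error 0.10, adjusted p = 0.0297). Mettl7a (ENSRNOG00000001376) had 11.8 ± 1.19 in IUO and 19.3 ± 1.63 in PNO, a log2 fold change of -0.71 (standard error 0.12, adjusted p = 0.0297). Selplg (ENSRNOG00000000699) had 3.00 ± 0.876 in IUO and 6.88 ± 1.15 in PNO, a log2 fold change of -1.19 (standard error 0.20, adjusted p = 0.0315). The highest IUO pup lay below the lowest PNO pup for each of the last 3. In SAL the means were 8.39 for Rn60_1_2212.3, 8.89 for Mgat4c, 15.2 for Cdc42ep2, 15.4 for Mettl7a and 6.65 for Selplg, and none of these genes passed the adjusted threshold against SAL in either exposed group. With each pup of the groups compared left out in turn, Rn60_1_2212.3 and Mgat4c passed in 6 of 12 fits, Cdc42ep2 and Mettl7a in 5 and Selplg in 2. IUO replicate 2 stood above the other 5 IUO pups for Mettl7a (log2 CPM of 3.83 against 3.56 for the nearest). None of the 7 genes called passed without library size normalization or, in an alternative chosen after the data were seen, with a myelin marker score as a covariate. With the replicate number as a block, 3 of the 7 were called. All 7 were called with DESeq2 (among 172 genes), with limma-voom (among 703) and with only the 12 pups compared (among 50).

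**Figure D1:**
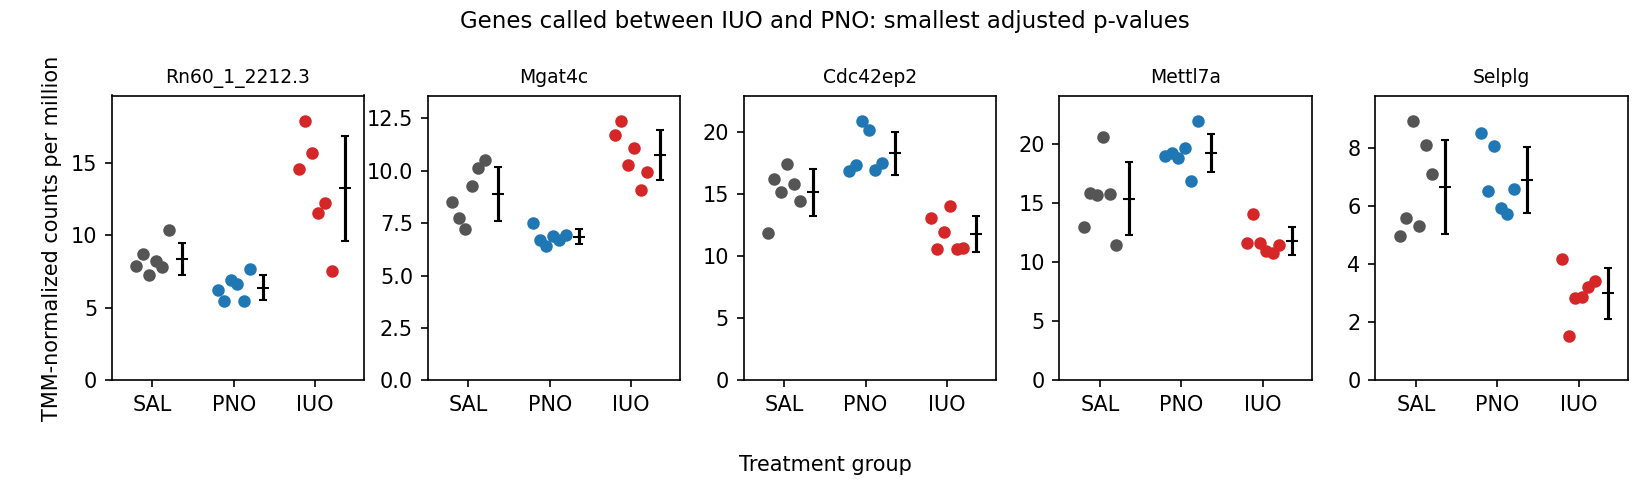
TMM-normalized CPM (y axis, linear, from 0) of the 5 genes in the 6 pups of each treatment group (x axis). Each point is a pup, and the bar beside the points is the mean with its SD. IUO pups lie above PNO pups for Mgat4c and below them for Cdc42ep2, Mettl7a and Selplg without overlap, while the ranges of IUO and PNO overlap for Rn60_1_2212.3.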

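The values of *Sytl2*, *Vwa5b1* and AABR07042623.1 are expected counts without normalization, the quantity that Supplementary Table 2 lists. Some samples are blank in that table, gene by gene. In 99.6% of the 1999 genes read from its comparison of SAL and PNO, and in 99.4% of the 164 read from its comparison of SAL and IUO, the blanks were the samples whose count lay more than 1 SD from the mean of their group. The paper gives no reason for leaving these samples out. For the IUO pups of *Sytl2* and *Vwa5b1*, whose lines of that table were not analysed here, the same limit was applied to the counts.

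*Sytl2* (ENSRNOG00000049878) lies on chromosome 1 from 156335279 to 156354353 in the coordinates of that table, whose genome build is not named. Over the retained samples its expected count was 32.8 ± 5.71 (SD, n = 5) in PNO, 22.6 ± 1.85 (SD, n = 3) in IUO and 3.39 ± 7.31 (SD, n = 5) in SAL. Over all 6 pups of a group it was 29.7 ± 9.25 (SD) in PNO, 16.5 ± 13.3 in IUO and 12.0 ± 22.0 in SAL. The samples left out were PNO replicate 1 at 13.9, IUO replicates 1, 3 and 4 at 0, 31.4 and 0, and SAL replicate 4 at 54.8. The symbol is also carried by ENSRNOG00000030776, which had 1075 ± 243 in SAL, and reads could be divided between both identifiers, so that the level of the lower one is uncertain.

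*Vwa5b1* (ENSRNOG00000016553, chromosome 5 from 157002826 to 157059508) had 189 ± 24.6 (SD, n = 4) in IUO, 106 ± 11.2 (SD, n = 4) in SAL and 66.0 ± 8.08 (SD, n = 4) in PNO over the retained samples. Over all 6 pups the values were 200 ± 68.6 in IUO, 137 ± 47.9 in SAL and 113 ± 73.6 in PNO. Replicates 1 and 6 of IUO (122 and 323), replicates 1 and 4 of SAL (206 and 188) and replicates 1 and 6 of PNO (211 and 205) were left out. AABR07042623.1 (ENSRNOG00000061644, chromosome 19 from 359271 to 360840) had 4.80 ± 0.540 (SD, n = 4) in SAL, 2.14 ± 0.590 (SD, n = 5) in IUO and 0.39 ± 0.78 (SD, n = 4) in PNO over the retained samples, and 4.29 ± 2.26, 4.16 ± 4.97 and 2.98 ± 4.05 over all 6. Left out were replicates 1 and 2 of SAL (0 and 6.58), replicate 5 of IUO (14.2) and replicates 1 and 5 of PNO (8.31 and 7.97). At these counts a difference between groups is close to what the depth can show.

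The order of the group means was the same over the retained samples and over all pups for each gene, but the distances were not. With all pups and TMM normalization, the log2 fold change of *Sytl2* was 1.45 for PNO against SAL (standard error 0.99, adjusted p = 0.912 from edgeR's quasi-likelihood test), 0.42 for IUO against SAL (standard error 1.01, adjusted p = 0.996) and -1.03 for IUO against PNO (standard error 0.97, adjusted p = 0.627). For *Vwa5b1* it was -0.27 (standard error 0.31, adjusted p = 0.914), 0.51 (standard error 0.31, adjusted p = 0.841) and 0.78 (standard error 0.31, adjusted p = 0.245) in the same order. With the replicate number as a block, the PNO against SAL value was 2.23 for *Sytl2* and -0.35 for *Vwa5b1*, both with an adjusted p-value of 0.867, beside the correlation of 0.232 between same-numbered pups of those groups. AABR07042623.1 was below the filter on low counts. A two-sided exact permutation test of its normalized CPM over all pups, chosen after the data were seen, gave p = 0.511 for PNO against SAL, 0.810 for IUO against SAL and 0.758 for IUO against PNO, and 0.766, 0.827 and 0.827 after adjustment over the 9 comparisons of the 3 genes. In the same test the smallest adjusted p-value of *Sytl2* and of *Vwa5b1* was 0.185, for IUO against PNO, from exact p-values of 0.0411 and 0.0346. With limma-voom and sample quality weights, the IUO against PNO difference passed the adjusted threshold for *Sytl2* (log2 fold change -3.20) and *Vwa5b1* (0.94).

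**Figure D2:**
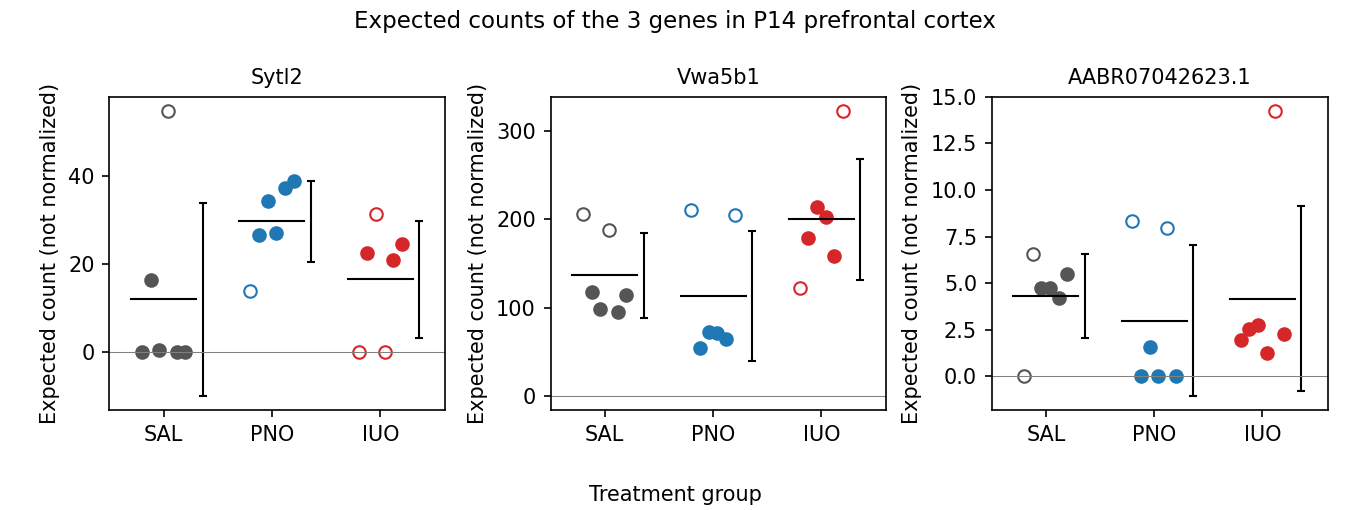
Expected counts (y axis, linear, not normalized) of the 3 genes in the 6 pups of each treatment group (x axis). Filled points are samples within 1 SD of the mean of their group and open points are the samples beyond it, the line is the mean of all 6 pups and the bar its SD. For *Vwa5b1* the open points of PNO, at 211 and 205, lie inside the range of IUO, 122 to 323.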

We found three genes (*Sytl2*—Synaptotagmin-like 2, *Vwa5b1*—Von Willebrand Factor A Domain-Containing Protein 5B1, and a predicted gene AABR07042623.1) were differentially regulated among all three groups.

**Figure 3:**
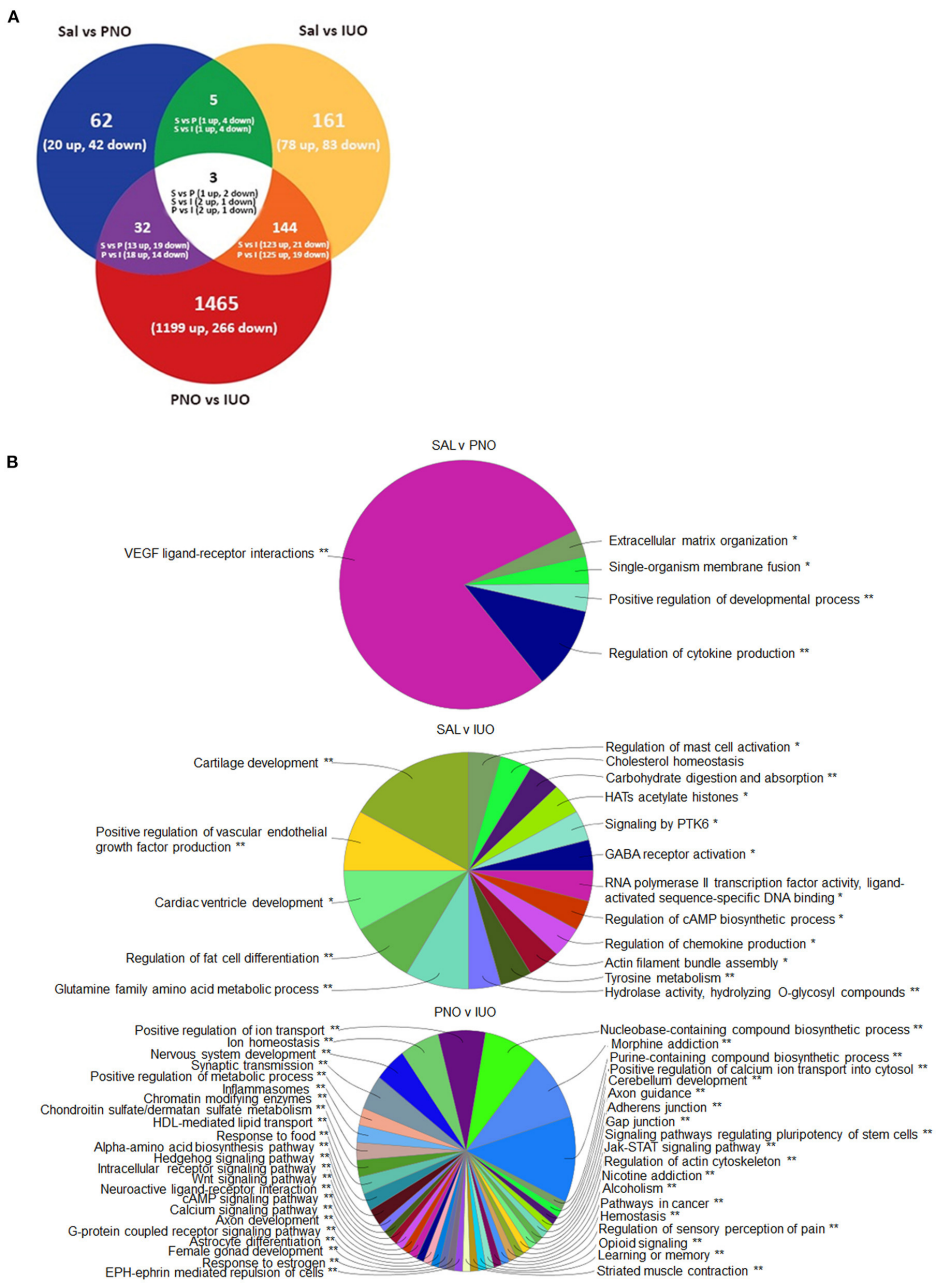
Alterations in gene expression revealed by RNA-seq. **(A)** Differentially expressed genes at P14 identified using RNA-Seq. RNA was isolated from the PFC regions of P14 brains (n = 6) for each group. **(B)** Mapping of biological processes in the PFC. Clue-Go pie diagrams resulting from RNA-seq data show enriched biological processes involved in developmental, neurological, and psychological disorders, which are more impacted in the IUO offspring. The asterisks represent the group term *p*-value representing each category. *p < 0.05, **p < 0.01.

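Among the processes that Supplementary Table 3 gives for SAL and PNO, the VEGF ligand and receptor terms rest on *Kdr*, *Flt4* and *Vegfb*. In TMM-normalized CPM, *Kdr* (ENSRNOG00000046829, chromosome 14 from 34727623 to 34787183) had 29.5 ± 2.74 (SD, n = 6) in PNO and 35.2 ± 6.41 (SD, n = 6) in SAL. *Flt4* (ENSRNOG00000002511, chromosome 10 from 35078726 to 35121599) had 2.89 ± 0.404 in PNO and 3.69 ± 0.393 in SAL, and *Vegfb* (ENSRNOG00000021156, chromosome 1 from 222239022 to 222242644) had 19.8 ± 4.69 and 15.0 ± 4.99. The log2 fold changes were -0.25 for *Kdr* (standard error 0.11), -0.35 for *Flt4* (standard error 0.13) and 0.40 for *Vegfb* (standard error 0.20). Each was below 1.5-fold, with an adjusted p-value of 0.912 from edgeR. The unadjusted p-values were 0.0424 for *Kdr*, 0.0185 for *Flt4* and 0.0574 for *Vegfb*. With the replicate number as a block, the log2 fold changes were -0.24, -0.35 and 0.42, each with an adjusted p-value of 0.867. These are to be read with the correlation of 0.232 between same-numbered pups. For *Vegfb* the lowest PNO pup, replicate 5, stood apart from the other 5 (log2 CPM of 3.57 against 4.26 for the nearest).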

Next, the enriched biological pathways associated with these differentially expressed proteins were determined using Clue-GO analysis (Figure 3B; Supplementary Table 3). 

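Supplementary Table 3 lists 25 genes under synaptic transmission for the comparison of PNO and IUO, and 24 of them passed the filter on low counts. In IUO against PNO, 23 were higher and 1 was lower, with a median log2 fold change of 0.39. None passed an adjusted p-value of 0.05 over all genes tested, 5 had an unadjusted p-value under 0.05, and 3 of these also changed by at least 1.5-fold. Adjusted over the list alone, 3 genes passed, *Bhlhe40*, *Grik2* and *S100b*, which are named after their values were seen. As the list holds the paper's own calls on these data, a count or a shared direction within the list says nothing about how stable those calls are. Against SAL, 21 of the 24 genes were lower in PNO (1 with an unadjusted p-value under 0.05) and 19 were higher in IUO (3 with an unadjusted p-value under 0.05), and none passed after adjustment over all genes.

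The terms for morphine addiction (16 genes), nicotine addiction (7 genes) and alcoholism (21 genes) share members and hold 32 genes together, of which 26 were tested. Between IUO and PNO, 22 were higher and 4 lower in IUO, from -1.28 to 1.02 on the log2 scale with a median of 0.38. None passed after adjustment over all genes (smallest adjusted p-value 0.0993 from edgeR), and 5 had an unadjusted p-value under 0.05, each with at least 1.5-fold. Over the list alone 3 passed, *Gng13* and the histone genes *Hist1h2bcl1* and *Hist1h2bk*, whose reads may match near-identical copies and whose counts are therefore uncertain. The numbers of higher and lower genes were 22 and 4 with DESeq2's size factors and without library size normalization as well. These genes too are the paper's own calls on these data, so their directions are partly fixed by the choice of genes. The mean of the 26 genes rose with a score of striatal marker genes over the 18 pups (Pearson's r 0.67, permutation p-value 0.0030, 0.018 after adjustment over 12 relations; Spearman's rho 0.68, permutation p-value 0.0024). Leaving out the 2 pups farthest from the median score gave an r of 0.58, and within SAL, PNO and IUO r was 0.56, 0.73 and 0.80. These 26 genes had the highest r of the lists tried. The opioid signalling, glutamatergic and Table 1 lists also rose with the score, with r of 0.59, 0.58 and 0.54 over all pups. Their permutation p-values were 0.024, 0.026 and 0.033 after adjustment over the 12 relations. Within IUO their r was 0.82, -0.13 and 0.79. For the synaptic transmission genes r was 0.43 (permutation p-value 0.072) over all pups and -0.06 within IUO.

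Among the alternatives run on these lists, which do not include the exclusion procedure, limma-voom with sample quality weights moved both most, with 9 genes past the adjusted threshold in each.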

Notably, pathways involved in synaptic transmission and morphine, nicotine, and alcohol addictions were significantly enriched in the two treatment groups. Furthermore, the opioid signaling pathway was affected in the PNO and IUO offspring. 

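The term for opioid signalling in Supplementary Table 3 holds 9 genes, and 8 were tested. Between IUO and PNO each of the 8 was higher in IUO, with log2 fold changes from 0.10 to 1.01 and a median of 0.37. Their smallest adjusted p-value was 0.253 over all genes (edgeR) and 0.183 over the list alone, and 2 of the 8 had an unadjusted p-value under 0.05, 1 of them with at least 1.5-fold. Against SAL, each of the 8 was lower in PNO, with a median of -0.11, and higher in IUO, with a median of 0.28, and 0 had an unadjusted p-value under 0.05 in either comparison. These directions were unchanged without library size normalization. As the list holds the paper's own calls between IUO and PNO on these data, shared directions are partly fixed by the choice of genes. Under limma-voom, 4 genes of the list passed the adjusted threshold between IUO and PNO.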

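Of the 34 genes that the paper sets beside diseases and psychotic disorders, 32 were matched by symbol in the expected counts and 28 passed the filter on low counts. In none of the 3 comparisons did one of them reach an adjusted p-value of 0.05 over all genes tested, and the smallest was 0.110 (edgeR, IUO against PNO). Between IUO and PNO, 24 were higher and 4 lower in IUO, with a median log2 fold change of 0.40, and 8 had an unadjusted p-value under 0.05, 6 of them with at least 1.5-fold. Between PNO and SAL, 7 were higher and 21 lower in PNO, with 2 genes under 0.05 unadjusted. Between IUO and SAL, 19 were higher and 9 lower in IUO, with 3 genes under 0.05 unadjusted. Without library size normalization the division was 25 and 3 between IUO and PNO and 5 and 23 between PNO and SAL. As these are the paper's own calls on these data, the directions are partly fixed by the choice of genes. With the adjustment over the list alone, 5 genes passed, each between IUO and PNO. Limma-voom with sample quality weights moved the count most among the alternatives run on this list, to 13 genes, and the exclusion procedure was not run on it.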

A number of the genes affected in the IUO and PNO pups were associated with diseases and psychotic disorders (Table 1; Supplementary Table 4). To summarize, oxy exposure can significantly affect neurodevelopment in exposed offspring by inducing changes in key genes and pathways during synaptogenesis that could persist during late adolescence and adulthood.

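Over all genes, the treatment group accounted for 14.2% of the squared distance between the 18 pups in log2 CPM, where 11.8% is the share that random groups give on average (permutational analysis of variance, permutation p = 0.173). Taken in pairs, the share was 7.79% for PNO and SAL (permutation p = 0.564), 9.80% for IUO and SAL (permutation p = 0.309) and 15.7% for IUO and PNO (permutation p = 0.0408, not adjusted over the 3 pairs), against 9.09% for random groups. These shares do not take into account the correlation of 0.232 between same-numbered PNO and SAL pups, which was not tested and need not reflect a pairing of animals. The first principal component held 26.8% of the variance and did not separate the groups, with scores from -65.2 to 44.4 in SAL, from -27.0 to 47.8 in PNO and from -45.4 to 10.0 in IUO. After the numbers of genes in the 3 comparisons, the enriched pathways and the links to disease, the paper sums up that oxy exposure can affect neurodevelopment by changing key genes and pathways during synaptogenesis, and it proposes that the changes could last into late adolescence and adulthood.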

**Table 1:** Differentially expressed genes identified in PFC from both IUO and PNO groups that are related to diseases or psychotic disorders.

**Disease or psychotic disorder**	**Genes associated with the disorder**
Alcohol-related birth defect	NTRK2
Alcohol withdrawal syndrome	GAD2
Anhedonia	OPRK1, PDYN
Cannabis dependence	GABRA2
Chronic schizophrenia	CYP3A4
Clinical depression	ITGAL, NPY
Cocaine dependence	OPRK1, PDYN, DRD3, GABRA2, OPRM1, NPY
Delirium	DRD3
Depression, postpartum	OPRM1
Dysphoric mood	PDYN, OPRM1
Dysthymic disorder	NTRK2
Fetal alcohol spectrum disorders	BCL2
Susceptibility to schizophrenia	MYH9, PLP1
Manic symptom	DNAH8, NR3C2, CSRP1
Non-organic psychosis	OPRM1, TBX1, CDH17, PDE10A, CSNK1E, DLX1, SP8, SP3
Paranoid schizophrenia	NTRK2
Psychoses, drug	DPYSL2, DRD1
Recurrent depression	DRD1, DRD3
Schizoaffective disorder	GRIA1, NPY, PCDH11Y, GABRB1
Schizophrenia, catatonic	CELSR1
Seasonal affective disorder	HTR2C, PER3, NPY, RORA
Severe depression	ESR2
Wernicke-Korsakoff syndrome	ALDH2

*A criterion of ±1.5-fold change, p < 0.05, and FDR < 5% was used*.

### Pain Sensitivity in Oxy-Exposed Pups

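From the term for regulation of sensory perception of pain in Supplementary Table 3, *Cck*, *Htr2c*, *Npy2r*, *Oprk1*, *Oprm1* and *P2rx3* are reported for the comparison of PNO and IUO. Of these 6, 5 were higher and 1 was lower in IUO than in PNO, and the log2 fold changes lay between -0.27 (*Cck*) and 0.67 (*Npy2r*). None had an unadjusted p-value under 0.05, and the smallest adjusted p-value from edgeR was 0.538 over all genes and 0.501 over the list alone. The standard errors, 0.32 for *Cck*, 0.37 for *Htr2c*, 0.53 for *Npy2r*, 0.40 for *Oprk1*, 0.53 for *Oprm1* and 0.30 for *P2rx3*, were of the size of the changes. Counts of some of these genes were low. *P2rx3* had 5 to 22 counts per pup and *Oprm1* 6 to 62. A lone pup stood apart from the other 5 of its group for *Npy2r* (highest in PNO, replicate 1), *Oprm1* (highest in IUO, replicate 2) and *Oprk1* (highest in PNO, replicate 1, and in IUO, replicate 2). With single pups left out, the log2 fold change of *Oprm1* ran from -0.06 to 0.93, and it was at -0.22 with a myelin marker score as a covariate. Under the exclusion procedure of Supplementary Table 2 all 6 genes had an adjusted p-value under 0.05, and the log2 ratio of *Cck* turned to 0.53. The genes are the paper's own calls on these data, and the procedure is read from the paper. Their passing under it is therefore no separate support. In simulated counts the exclusion procedure gave an unadjusted p-value under 0.05 in 22.0% of unchanged genes for IUO against PNO.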

One key pathway we identified from our RNA-Seq analysis was regulation of sensory perception of pain. Because oxy is prescribed for pain management, we investigated whether PNO or IUO exposure has lasting effects on pain sensitivity. Von Frey testing was conducted at P17 (pups exposed to oxy via the breastmilk) and on the same animals at P75 (adulthood) after a sustained absence of oxy exposure (Figure 4). While no significant differences in the pain threshold were observed in the PNO or IUO at P17, both groups displayed a significantly lower pain threshold than controls at P75 [Age: *F*_(3, 242)_ = 455.3, *P* < 0.0001; Treatment: *F*_(2, 242)_ = 88.13, *P* < 0.0001; Interaction: *F*_(6, 242)_ = 31.18, *P* < 0.0001]. These data suggest a lasting impact of early life oxy exposure on pain sensitivity during adulthood.

**Figure 4:**
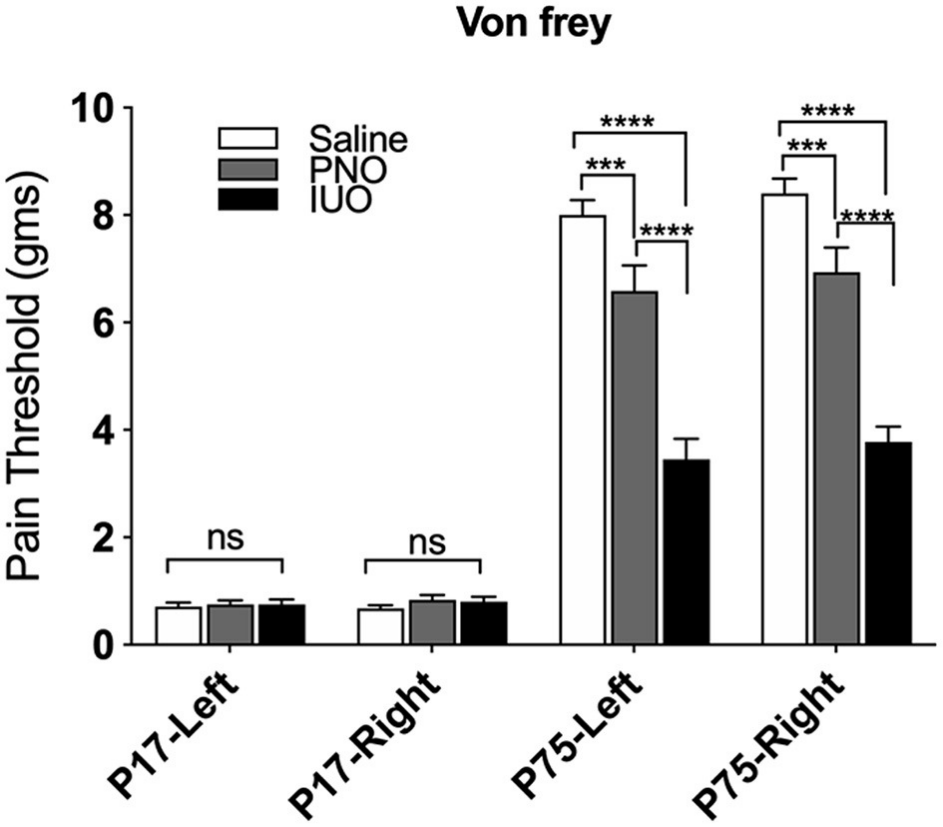
Measurement of pain thresholds using the Von Frey test. Animals from each group (*n* = 4) were tested at P17 and again at P75 to determine changes in pain thresholds. At P75, the oxy-exposed groups had lower pain thresholds than controls. Additionally, IUO pups had lower pain thresholds than PNO pups. All data represented as mean ± SEM. ***p < 0.001, ****p < 0.0001.

## Discussion

While previous studies have reported poor neurodevelopmental outcomes in offspring exposed to opioids (Davis et al., 2010; Devarapalli et al., 2016; Sithisarn et al., 2017; Fan et al., 2018), a comprehensive analysis comparing changes in neurodevelopment with pre- and post-natal exposure to drugs has not been evaluated. In the present study we show for the first time a comparative analysis on alterations in metabolic, synaptic, molecular, and behavioral changes in offspring exposed to the oxy pre- and post-natally. As mentioned in our previous works, the PNO and IUO groups are clinically relevant (Shahjin et al., 2019; Odegaard et al., 2020). The use of both PNO and IUO groups in this study was critical to elucidate the extent of oxy exposure effects on neonates. While the PNO group was exposed to oxy only via the breastmilk, the IUO group was exposed via placental concentrations of oxycodone throughout gestation as well as via the breastmilk. Oxy as a postoperative analgesic has been reported in the literature for postpartum pain or caesarian sections in lieu of morphine drips (Niklasson et al., 2015; Nie et al., 2017). It is important to note that offspring exposed to oxy via the breastmilk may receive <10% of a typical oral therapeutic infant dose (0.1–0.2 mg/kg) (Seaton et al., 2007). Despite this low dose, infant exposure to oxy via the breastmilk has been associated with sedation and central nervous system depression (Lam et al., 2012), and a number of animal studies have also revealed deficits in behavior and development associated with perinatal opioid exposure (Davis et al., 2010; Devarapalli et al., 2016; Sithisarn et al., 2017; Fan et al., 2018).

The effects of pre- and post-natal oxy use on brain chemistry have not been clearly elucidated. Accordingly, we used ^1^H-MRS to investigate the biochemical changes present in the hippocampus of P17 rats in the PNO and IUO groups, revealing significant alterations in key brain metabolites in these groups. The IUO group had higher concentrations for the neurotransmitters ASP and GLU compared to controls and higher concentrations of NAA compared to controls and PNO. The IUO group also had lower concentrations of TAU than controls. GLU and ASP regulate a majority of the excitatory synaptic neurotransmission in the brain (Ballini et al., 2008), and their enhanced expression may point to excitotoxicity and possibly enhanced excitatory signaling in the brain. Additionally, higher concentrations of ASP may suggest more ASP is available to react with acetyl-CoA to make NAA (Hajek and Dezortova, 2008), which was also elevated in the IUO group. Interestingly, TAU plays a key role in brain development, and its deficiency can lead to a delay in cell differentiation and migration in certain brain areas such as cerebellum, pyramidal cells, and visual cortex (Ripps and Shen, 2012). Further, Hernandez-Benitez et al. have shown that TAU promotes neural development in the embryonic brain as well as in adult brain regions (Hernández-Benítez et al., 2010). The lower levels of TAU we observed may point to neurodevelopmental deficits. Intriguingly, we have shown that both IUO and PNO animals display an overall reduction in the head size circumference (Odegaard et al., 2020), which may be attributed in part to lower concentration of TAU.

Based on the observation of increased GLU levels in our MRS study, we investigated the extent of synaptic changes in IUO and PNO animals. Glutamate receptors play a role in mediating the reward pathway involved in drug addiction (D'Souza, 2015), and they are also involved in opiate-induced neural and behavioral plasticity (Jackson et al., 2000; Trujillo, 2000; Zhu and Barr, 2004). AMPA receptors, one type of ionotropic glutamate transporter, are crucial for opioid withdrawal during development (Jakowec et al., 1995a,b; Fitzgerald et al., 1996; Washburn et al., 1997; Mahanty and Sah, 1998; Ozawa et al., 1998). While we saw a reduction in the AMPA/NMDA ratio in the PNO rats, the difference was not significant. Additionally, there were no differences in the PPR of post-synaptic currents, suggesting no changes in vesicle release. Intriguingly, PNO mEPSCs had slightly faster decay kinetics, which is consistent with altered AMPA receptor subunit composition. Interestingly, no significant effects were seen in the IUO group. Possible reasons include the potential loss of neurons given the longer exposure to oxy (Hu et al., 2002; Hauser and Knapp, 2017) and the higher glutamate levels in the IUO pups compared to the PNO group, as evidenced by ^1^H-MRS. Thus, our study for the first time lends insight into the synaptic changes associated with PNO exposure and its effects on altered glutamatergic signaling.

Recent studies employing high-throughput technologies have further provided new inroads in elucidating the molecular underpinnings associated with long term oxy dependency. These include alterations in key genes associated with integrated stress response in the brain (Fan et al., 2015), induction of apoptotic signaling in neurons by promoting demyelination (Fan et al., 2018), alterations in reward related genes (Zhang et al., 2018), axon guidance molecules (Yuferov et al., 2018), inflammation/immune-related genes (Zhang et al., 2017), neurotransmitter receptor genes (Zhang et al., 2014), and synaptic plasticity genes (Zhang et al., 2015), including key sex-specific neuroplasticity-related genes (Randesi et al., 2018). Similarly, our RNA-seq data showed alterations in pathways associated with synaptic transmission, axon guidance, inflammasomes, and genes associated with the reward system. Among others, genes affecting synaptic transmission and axon development included *Egfr, Adrb2*, and *Ntrk*. Interestingly, Fan et al. found that chronic oxy exposure leads to axonal degeneration in rat brains (Fan et al., 2018). Chronic oxy exposure altered the white matter of the rats via deformation of axonal tracks, reduced size of axonal fascicles, loss of myelin basic protein, and accumulation of the amyloid precursor protein (Fan et al., 2018). Importantly, human studies of infants prenatally-exposed to opioids have shown alterations in the white matter, such as punctate white matter lesions or white matter signal abnormalities on structural MR imaging (Walhovd et al., 2012; Merhar et al., 2019). The results from our RNA-seq analysis align with these previous observations from both animal models and human studies. 

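For *Egfr*, *Grik2*, *Npy2r*, *Ntrk2* and *Oxtr*, of the glutamatergic synaptic transmission term of Supplementary Table 3, all 5 log2 fold changes of IUO against PNO were above 0, between 0.08 and 0.90, under each of the scalings tried. *Grik2* (ENSRNOG00000000368) had 83.1 ± 12.6 TMM-normalized CPM (SD, n = 6) in IUO, 63.3 ± 9.78 (SD, n = 6) in PNO and 65.4 ± 12.0 (SD, n = 6) in SAL. Its log2 fold change of 0.40 (standard error 0.13, adjusted p = 0.159 from edgeR's quasi-likelihood test) was the only one of the 5 to pass when p-values were adjusted over the list alone, at 0.0369. *Oxtr* (ENSRNOG00000005806) had 1.97 ± 0.514 in IUO and 1.04 ± 0.647 in PNO, a log2 fold change of 0.90 (standard error 0.36, adjusted p = 0.245). It passed the adjusted threshold with limma-voom, at 1.08. *Egfr* (0.33, standard error 0.32) and *Ntrk2* (0.08, standard error 0.16) had adjusted p-values of 0.635 and 0.835, and that of *Npy2r* was 0.567. For *Ntrk2* the highest SAL pup, replicate 6, stood apart from the rest of its group. Under the exclusion procedure of Supplementary Table 2 all 5 had an adjusted p-value under 0.05, with log2 ratios from 0.53 (*Ntrk2*) to 1.50 (*Npy2r*). The genes are the paper's own calls on these data, and the procedure is read from the paper. Their passing under it, and their shared direction, are therefore no separate support. With the myelin marker score as a covariate, chosen after the data were seen, the values of *Egfr* and *Ntrk2* turned to -0.01 and -0.09. Against SAL, all 5 were lower in PNO and all 5 were higher in IUO, *Ntrk2* by 0.00, and 0 and 2 of them had an unadjusted p-value under 0.05.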

Interestingly, our RNA-seq data showed differences in glutamatergic synapse genes, with seven genes being differentially expressed in the IUO and PNO groups: *Adrb2, Egfr, Grik2, Npy2r, Ntrk1, Ntrk2*, and *Oxtr*. Combined with our electrophysiology results, our RNA-seq results further suggest alterations in glutamatergic signaling within the reward pathway of these exposed offspring. In addition, our studies suggest PNO and IUO exposure not only alter gene expression but also may increase the risk of developing other diseases, particularly renal disease. 

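In the part of Supplementary Table 4 read here, genes listed with a renal, kidney or nephric disease name number 3 for SAL and PNO, 16 for SAL and IUO and 20 for PNO and IUO. The choice of these names and of this count was made after the data were seen. Of these genes, 3, 13 and 17 were tested in their comparison, and 0 passed an adjusted p-value of 0.05 over all genes, while 2, 5 and 6 had an unadjusted p-value under 0.05. The smallest adjusted p-values from edgeR were 0.912, 0.424 and 0.126. The 3 genes of SAL and PNO were lower in PNO, with log2 fold changes from -1.03 to -0.25. For SAL and IUO, 9 were higher and 4 lower in IUO, from -0.88 to 1.19. Between PNO and IUO, 16 were higher and 1 was lower in IUO, from -0.70 to 1.30. With the replicate number as a block, where same-numbered PNO and SAL pups were correlated at 0.232, 0 genes passed as well. When p-values were adjusted within each list of the paper's own calls, 0, 5 and 3 genes passed, and limma-voom called 7 genes over the 3 comparisons.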

Genes associated with renal adysplasia, renal cancers, renal failure, and several other renal diseases were differentially regulated in the PNO and IUO groups. Interestingly, depletion of TAU, such as that reported in our IUO group MRS data, has been shown to play a role in renal dysfunction (Ripps and Shen, 2012). In human studies, opioid use has been associated with acute kidney injury, particularly in the case of opioid overdose (Mallappallil et al., 2017). The altered gene expression and lower levels of TAU in the reward system of the IUO offspring during early development may warrant further exploration into the potential of these offspring to develop renal diseases as adults. Further, several genes in our analysis are also involved in other substance use-related disorders, such as nicotine, cocaine, and cannabis dependence, morphine addiction, and fetal alcohol spectrum disorders. Opioid use has also been associated with mental health disorders, with a higher proportion of adolescents exposed prenatally to opioids having experiences with major depressive episodes, alcohol abuse, and attention deficit hyperactivity disorder (Nygaard et al., 2019). 

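Genes listed in the part of Supplementary Table 4 read here with depression, anxiety, schizophrenia or obsessive compulsive disorder in the disease name, a choice made after the data were seen, number 4 for SAL and PNO, 29 for SAL and IUO and 12 for PNO and IUO. Tested were 3, 21 and 11 of them. None passed an adjusted p-value of 0.05 over all genes in its comparison, with smallest values of 0.912, 0.424 and 0.0756 from edgeR, and 1, 6 and 4 had an unadjusted p-value under 0.05. The 3 genes of SAL and PNO had log2 fold changes from -0.29 to -0.06. In IUO against SAL 15 were higher and 6 lower, from -0.77 to 1.19, and in IUO against PNO 8 were higher and 3 lower, from -1.08 to 0.62. A replicate block left the count at 0, with the correlation of 0.232 between same-numbered PNO and SAL pups. For schizophrenia, 20 genes were listed for SAL and IUO and 12 were tested, and for anxiety 10 of 10 listed for PNO and IUO were tested. Obsessive compulsive disorder had 1 gene, in SAL and IUO, with a log2 fold change of 0.12. With the 12 pups of the 2 groups compared fitted alone, 1 gene passed, *Nefh*, which is named after its value was seen.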

Genes associated with depression, anxiety disorders, schizophrenia, and obsessive compulsive disorder were all enriched in both PNO and IUO offspring, suggesting a higher risk for such disorders in these offspring.

Oxy is generally prescribed for pain management, and the enrichment of the sensory pain pathway from our RNA-Seq analysis was not surprising. When assessed by the Von Frey filament test at P17, the PNO and IUO pups did not exhibit a difference in pain threshold compared to saline controls. However, during adulthood (P75), these same animals, especially the IUO group, displayed significantly lower pain threshold compared to saline offspring. In a study of neonatal morphine exposure, P40 rats exhibited a lower pain threshold than the controls, but the pain threshold approached control levels by P50 when tested using Von Frey (Zhang and Sweitzer, 2008). Because we see similar results continuing up to P75, pre- and post-natal exposure to oxy may alter normal synaptic development involved in nociception. Indeed, a number of genes shown to be differentially regulated in both PNO and IUO in our RNA-seq data are associated with pain: *Adrb2, Cck, Htr2c, Npy2r, Oprk1, Oprm1*, and *P2rx3*. 

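These 6 genes were also compared with SAL, a comparison added after the data were seen. In PNO against SAL the log2 fold changes were 0.18 for *Cck* (standard error 0.32), 0.03 for *Htr2c* (0.37), -0.34 for *Npy2r* (0.54), 0.08 for *Oprk1* (0.40), -0.06 for *Oprm1* (0.53) and 0.18 for *P2rx3* (0.31). With the replicate number as a block they were 0.15, 0.08, -0.37, 0.16, -0.16 and 0.17, where same-numbered PNO and SAL pups were correlated at 0.232. In IUO against SAL the values were -0.09 for *Cck* (standard error 0.32), 0.44 for *Htr2c* (0.37), 0.33 for *Npy2r* (0.53), 0.53 for *Oprk1* (0.40), 0.04 for *Oprm1* (0.53) and 0.58 for *P2rx3* (0.30). None of the 12 changes had an unadjusted p-value under 0.05, and the smallest adjusted p-value was 0.922 in PNO and 0.776 in IUO (edgeR). The directions for *Htr2c* and *Oprk1* in PNO reversed with limma-voom, at -0.10 and -0.24. Under the exclusion procedure of Supplementary Table 2, 1 of these changes, that of *P2rx3* between IUO and SAL (log2 ratio 1.12), had an adjusted p-value under 0.05. For *Oprk1* a lone pup stood above the others of its group in PNO (replicate 1) and in IUO (replicate 2).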

Further analyses of these genes could possibly lend more mechanistic insights into the pain etiology in these offspring.

In summary, our study using a holistic systems approach shows a comparative analysis on alterations in metabolic, synaptic, molecular, and behavioral changes in offspring exposed to the prescription opioid oxy pre- and post-natally. Importantly, these changes not only impact the overall development during early stages but also persist into adulthood.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE159563.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of the University of Nebraska Medical Center (UNMC).

## Author Contributions

KO: animal treatments and maintenance, interpreted results, and drafted and edited manuscript. VS: animal treatments and maintenance, project organization, and scheduling. AC and SK: animal treatments and maintenance. JS: bioinformatic analysis of RNA-seq data and data deposition. ZX and HW: Von Frey behavior testing, analysis, and figures. MM, YL, and MU: MRI/MRS acquisition and analysis. AS and MV: electrophysiology experiments, analysis, and figures. CG: bioinformatic analysis of RNA-seq data. SL: conception of the experimental design and provision of resources. GP and SY: conception of the experimental design, oversaw experiments and analyses, and edited manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

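Expression was measured by RNA-seq in the PFC of 18 rat pups at P14, with 6 pups whose dams received saline (SAL), 6 exposed to oxy after birth through the breastmilk (PNO) and 6 exposed in utero and after birth (IUO). Condition and replicate number were taken from the sample titles, and all 18 samples were mapped. The authors deposited 1 table per pup with an expected count for each of 32623 genes, in which reads matching several genes are shared out by estimation, and no normalization was applied to it. The TPM values that the authors deposited are scaled to the same total within each pup, and the FPKM values that the authors deposited are scaled to gene length and to the fragments of each pup. TPM and FPKM were not used in any test. The aligner, the quantification program, the annotation release, the genome build and the test for differential expression are not named in the paper's text. Its bioinformatics section names ClueGO and Cytoscape for the enrichment of terms, and its statistics section names tests for the electrophysiology, the behavior and the imaging.

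Between 90.08% and 91.12% of the genes of a pup had a whole number in the expected counts. Totals per pup lay between 18381819 and 26084780, with a median of 22726306. No pair of pups of the same group had identical values, and each pup was counted as 1 replicate. Litter, the unit that was treated, is not given and could not enter the model.

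The expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr by group, glmQLFit and glmQLFTest in 1 model over the 3 groups, two-sided). Benjamini-Hochberg adjustment covered the 15703 genes tested. A gene was called at an adjusted p-value under 0.05 and a change of at least 1.5-fold. Levels are TMM-normalized CPM, and log2 CPM used a prior count of 2. Share of distance by group was tested by permutation with vegan 2.7.1. The alternatives were other size factors, no library size normalization, DESeq2 1.42.0, limma-voom (limma 3.58.1) with sample quality weights, other filters on low counts, only the 12 pups of the 2 groups compared, a replicate block, marker scores as covariates, each pup left out in turn, another fold threshold, and the exclusion procedure of Supplementary Table 2. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

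The exclusion procedure was read from Supplementary Table 2, where counts more than 1 SD from the mean of their group are blank. The remaining unnormalized counts were compared by a two-sided test with unequal variances, and p-values were adjusted over genes with an absolute log2 ratio of at least 0.5. Its p-values had a median ratio of 1.0 to those of that table. Genes with no variance left in either group (11 between PNO and SAL, 14 between IUO and SAL, 10 between IUO and PNO) received no p-value. With a p-value of 0 for them, 108, 299 and 1244 genes would be called in place of 86, 274 and 1230. The part of Supplementary Table 2 read here holds 1999 genes for SAL and PNO and 164 for SAL and IUO, its comparison of PNO and IUO was not analysed here, and Supplementary Table 4 was read in part.

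The genes named in the text are those the paper names, *Kdr*, *Flt4* and *Vegfb* of the VEGF term, the 5 genes called with the smallest adjusted p-values in each comparison, and genes of the paper's lists that pass an adjusted p-value of 0.05. The results for some genes of the paper's lists are not reported here. Lists were taken from Table 1 and Supplementary Table 3, and the 3 lists on renal disease, psychiatric disease and pain genes against SAL were set after the data were seen. The pairing used for the replicate block comes from the numbers in the sample titles, which give pups of different dams the same number. Supplementary Table 2 numbers the same samples in another order within each group. Replicate numbers given here are those of the sample titles, and the paper does not state that either order pairs animals.

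The tests were tested on simulated data with 200 genes set to change, of which 196 were among the 15572 genes run. At an adjusted p-value under 0.05, edgeR recovered 84.2% of them between IUO and SAL and 84.7% between IUO and PNO, with 2.4% and 6.2% of its calls false. DESeq2 recovered 89.8% and 88.8% with 12.9% and 17.5% false, and limma-voom 85.2% and 82.7% with 2.9% and 5.3% false. Every change set was larger than 1.5-fold. The shares recovered therefore do not show how many changes near that threshold would be missed. The exclusion procedure on 15703 simulated genes gave an unadjusted p-value under 0.05 in 21.6%, 15.0% and 22.0% of unchanged genes for PNO against SAL, IUO against SAL and IUO against PNO, against 3.6%, 2.2% and 3.3% with all 6 samples per group, and called 432, 347 and 470 unchanged genes against 0, 23 and 34.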

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

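No test was run on any single value of this part after it was seen. Of 81 groups of 6 pups examined, 11 had a pup far from the other 5, judged by Dixon's critical value for the gap as a share of the range of the group, where 4.0 would be found by chance. The share of mitochondrial counts was 16.34% in SAL replicate 4 against 10.64% in the nearest SAL pup. Its library total of 23641368 lay inside the range of the group. With that pup left out, the log2 fold change of *Sytl2* between PNO and SAL was 3.32 in place of 1.45.

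The other 10 are log2 CPM of single genes. PNO replicate 1 was lowest for *Sytl2* (-0.689, nearest 0.495) and highest for *Npy2r* (2.05, nearest 0.28) and *Oprk1* (2.98, nearest 1.72). IUO replicate 2 was highest for *Oprk1* (3.102, nearest 2.23), *Oprm1* (0.391, nearest -0.168) and *Mettl7a* (3.828, nearest 3.555). AABR07042623.1 was lowest in SAL replicate 1 (-3.469, nearest -1.955) and highest in IUO replicate 5 (-0.636, nearest -2.078), at 0 to 14 counts per pup. *Ntrk2* was highest in SAL replicate 6 (8.991, nearest 8.321) and *Vegfb* lowest in PNO replicate 5 (3.565, nearest 4.258).

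PNO replicate 1 had the highest choroid plexus marker score of the 18 pups (4.27) and the lowest blood marker score (5.65), and IUO replicate 2 had the highest striatal marker score (6.62). Whether the tissue dissected accounts for the values of these pups was not tested. No biological explanation was tested, since litter and sex are not given for single pups.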

How the results depend on the processing

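The Eif2s3y and myelin covariates, the exclusion procedure on counts scaled to library size and for single genes, and the renal, psychiatric and pain against SAL results were chosen only after the data were seen. So were the exact permutation test of *Sytl2*, *Vwa5b1* and AABR07042623.1 and the count of genes called in no other comparison. All other alternatives were set before the data were examined. A covariate of Xist was not run, since the symbol is absent from the tables. Unless a value below shows it, the cause was not tested.

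The main counts of genes at an adjusted p-value under 0.05 and 1.5-fold were 0, 0 and 7 for PNO against SAL, IUO against SAL and IUO against PNO, beside 195, 251 and 600 unadjusted. They were 0, 0 and 7, with the same 7 genes, under DESeq2's size factors in edgeR and without a filter, and 0, 0 and 9 with at least 10 counts in every pup. The DESeq2 test gave 1, 22 and 172 genes. Limma-voom gave 0, 17 and 703. Without library size normalization the last count was 0 (633 unadjusted), with the myelin covariate 0, with only the 12 pups compared 50, and with the striatal covariate 68, the same 7 among the last 50 and 68. The exclusion procedure gave 86, 274 and 1230, the same test on all 6 pups per group 0, 0 and 12, and the exclusion procedure on scaled counts 113, 407 and 1027.

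The unadjusted counts were 548, 652 and 1119 without a filter, and 118 and 153 against SAL with at least 10 counts in every pup. Limma-voom gave 486 for IUO against SAL and 1354 for IUO against PNO. The exclusion procedure gave 987, 1168 and 2301, and on scaled counts 1022, 1171 and 1943. With an absolute log2 fold change of 0.5 they were 246, 315 and 745.

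With the replicate block, 0, 0 and 5 genes were called, 3 of the 5 shared with the 7, and 183, 246 and 650 passed unadjusted. The block pairs different animals in each comparison. Same-numbered pups were correlated at -0.027 between IUO and SAL and 0.063 between IUO and PNO, beside 0.232 between PNO and SAL. With the replicate block, *Cck* between IUO and SAL was at 0.03 in place of -0.09.

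Main list counts were 0 after adjustment, beside unadjusted counts of 5 (synaptic), 5 (addiction), 2 (opioid), 0 (pain), 2 (glutamatergic) and 8 (Table 1) between IUO and PNO. DESeq2 gave 2 synaptic, 3 addiction, 4 Table 1, 1 renal and 1 psychiatric gene. Limma-voom gave 9 synaptic, 9 addiction, 4 opioid, 1 glutamatergic, 13 Table 1, 7 renal and 4 psychiatric genes. The striatal covariate gave 2 addiction and 3 Table 1 genes, and the 12 pups alone 2 Table 1 and 1 psychiatric gene. Adjustment over the list alone gave 3 synaptic, 3 addiction, 1 glutamatergic, 5 Table 1, 7 renal and 3 psychiatric genes, which shows no stability because the lists are the paper's calls on these data.

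Each pup left out in turn gave 0 to 0, 0 to 1 and 0 to 58 genes called, and 117 to 379, 223 to 352 and 493 to 922 unadjusted. List counts ran from 0 to 1 (synaptic), 0 to 2 (addiction), 0 to 2 (Table 1) and 0 to 1 (psychiatric), and were 0 in each fit for the other lists.

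For the 36 log2 fold changes of named genes, 356 of 383 values under other settings, the exclusion procedure not among them, kept their direction and side of the threshold, 14 no longer passed, 3 newly passed and 10 reversed. Those newly passing were *Sytl2* (-3.20), *Vwa5b1* (0.94) and *Oxtr* (1.08) between IUO and PNO with limma-voom. With the myelin covariate, *Egfr* (-0.01), *Ntrk2* (-0.09) and *Oprm1* (-0.22) reversed between IUO and PNO, and *Htr2c* (-0.34), *Oprk1* (-0.31) and *Oprm1* (0.22) between PNO and SAL. *Htr2c* (-0.10) and *Oprk1* (-0.24) reversed with limma-voom and *Htr2c* (-0.05) with the Eif2s3y covariate. The exclusion procedure left 12 of the 36 unchanged in these respects, 1 no longer passed, 18 newly passed and 5 reversed, *Cck* between IUO and PNO (0.53, passing), PNO and SAL (-0.37) and IUO and SAL (0.15), and *Htr2c* (-0.69) and *Oprk1* (-0.04) between PNO and SAL. Of 432 values with a pup left out, 370 were unchanged in these respects, 36 no longer passed and 26 reversed. The reversals lie in the ranges of *Oprm1* (-0.06 to 0.93) between IUO and PNO, *Cck* (-0.22 to 0.11) and *Oprm1* (-0.12 to 0.61) between IUO and SAL, and *Cck* (-0.06 to 0.37), *Htr2c* (-0.21 to 0.29), *Npy2r* (-1.07 to 0.07), *Oprk1* (-0.33 to 0.51) and *Oprm1* (-0.90 to 0.51) between PNO and SAL.

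The share of distance by group, 14.15% (permutation p = 0.1732), was 13.84%, 15.0% and 14.13% with 500 variable genes, a stricter filter and other size factors. The depth limits genes such as AABR07042623.1, at 14 counts or fewer per pup.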

Differences from the paper's values

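The exclusion procedure was set before the data were examined, and its values for single genes were computed only after the results were seen. For PNO against SAL the paper's count is 62 genes, 20 higher and 42 lower. The counts here were 0, 0 and 0 after adjustment and 195, 65 and 130 without it. Of the alternatives set before the data were examined, the exclusion procedure of Supplementary Table 2 came within 1.5 times the paper's total (86) and lower genes (55), not the higher genes (31), and none closed the gap for the unadjusted counts. The part of Supplementary Table 2 read here itself holds 92 genes at an adjusted p-value under 0.05 and 1.5-fold for this comparison, 32 higher and 60 lower, which differs from the count in the paper's text. Counting only its genes called in no other comparison, a count chosen after the data were seen, gave 58 genes, 19 higher and 39 lower, and 52, 16 and 36 on scaled counts, each within 1.5 times the paper's.

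For IUO against SAL the paper's count is 161 genes, 78 higher and 83 lower. The counts here were 0 after adjustment in each case, and 251 in all with 157 lower without it. After adjustment, the exclusion procedure closed the gap for lower genes (103), not for the total (274) or the higher genes (171). Its genes called in no other comparison were 158, 74 higher and 84 lower, each within 1.5 times the paper's. On scaled counts they were 252, 105 and 147, with only the higher genes within 1.5 times. Without adjustment, the total came within 1.5 times with at least 10 counts in every pup (153) and without SAL replicate 4 (223) or IUO replicate 3 (231), 4 (241) or 5 (226). The lower genes did so with at least 10 counts (99), the replicate block (114) and without SAL replicate 4 (116).

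For IUO against PNO the paper's count is 1465 genes, 1199 higher and 266 lower. The counts here were 7, 2 and 5 after adjustment and 600 in all with 252 higher without it. The exclusion procedure closed the gap after adjustment, at 1230, 997 and 233, and at 1097, 889 and 208 over genes called in no other comparison. On scaled counts the last were 853, 557 and 296, with only the lower genes within 1.5 times. For the lower genes limma-voom did so as well (311). Without adjustment, limma-voom (1354 in all, 868 higher) and, for the total, no filter (1119) did so. The other alternatives set before the data were examined did not. The exclusion procedure on scaled counts, chosen after the data were seen, also came within 1.5 times for the total (1027) and lower genes (358) after adjustment and for the total (1943) and higher genes (1262) without it. Without scaling, at an absolute log2 ratio of at least 0.5 in place of 1.5-fold, the exclusion procedure called 1502 genes after adjustment. Of these 1235 were higher and 267 lower, nearer the paper's numbers. The same cutoff gave 97 genes between PNO and SAL and 314 between IUO and SAL, farther from the paper's.

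The paper's log2 fold changes between PNO and SAL are 3.28 for *Sytl2*, -0.69 for *Vwa5b1*, -0.51 for *Kdr*, -0.55 for *Flt4* and 0.68 for *Vegfb*. Here they were 1.45, -0.27, -0.25, -0.35 and 0.40. The exclusion procedure gave 3.28, -0.69, -0.51, -0.55 and 0.68. In the other alternatives set before the data were examined, the gap closed for *Sytl2* with limma-voom (3.72), the replicate block (2.23) and without SAL replicate 4 (3.32), for *Vwa5b1* without PNO replicate 1 (-0.44) or 6 (-0.51), for *Flt4* without library size normalization (-0.44), for *Vegfb* without SAL replicate 2 (0.51) or 4 (0.54) or PNO replicate 5 (0.51), and for *Kdr* in none.

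The paper states that *Sytl2*, *Vwa5b1* and AABR07042623.1 are regulated differently among all groups. Neither *Sytl2* nor *Vwa5b1* passed an adjusted p-value of 0.05 in edgeR, and AABR07042623.1 was below the filter. Under the exclusion procedure the adjusted p-values of *Sytl2* were 0.0239 (PNO against SAL), 0.0419 (IUO against SAL) and 0.0484 (IUO against PNO), those of *Vwa5b1* 0.0502, 0.0428 and 0.0192, and those of AABR07042623.1 0.0245, 0.0224 and 0.0461, and 1 gene, AABR07042623.1, was called in all 3 at 1.5-fold. *Sytl2* was not called in all 3 only because its log2 ratio between IUO and PNO, -0.54, was below 1.5-fold. *Sytl2* and *Vwa5b1* also passed between IUO and PNO with limma-voom. Of the glutamatergic and pain genes that the paper names as changed, 5 and 6 are reported. None of these passed in edgeR, with 2 and 0 at an unadjusted p-value under 0.05 between IUO and PNO. The exclusion procedure gave an adjusted p-value under 0.05 for all 5 and all 6 between IUO and PNO, and limma-voom for *Oxtr*. Against SAL the exclusion procedure did so for *P2rx3* in IUO (0.0316). As the genes are the paper's own calls and the procedure is read from the paper, their passing between IUO and PNO is no separate support. *Kdr* (0.0430), *Flt4* (0.0459) and *Vegfb* (0.0438) had adjusted p-values under 0.05 between PNO and SAL in the exclusion procedure. The paper has more genes higher than lower in IUO against PNO, and here 42.0% of the unadjusted calls were higher. The share was 63.0% without library size normalization, 64.1% with limma-voom, 53.4% with the replicate block and 61.9% with the myelin covariate, so that the direction of the excess depends on the setting.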

Other observations

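The tests on gene-by-gene exclusion, on pup sex and on the striatal and myelin scores for the genes called were chosen only after the result was seen.

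The groups share replicate numbers, so each comparison was set against the 32 splits of its 12 pups that part all 6 same-numbered pairs. As many genes were called as in the real split in 32 of 32 splits for PNO against SAL and 32 of 32 for IUO against SAL, which a real count of 0 gives by construction, and in 1 of 32 for IUO against PNO, where the real split had 10 genes at any fold and the next highest 1. Unadjusted counts were reached by 15, 7 and 2 of 32 splits. The 68 other splits had at most 45, 1 and 0 genes called and 1345, 555 and 624 unadjusted. For IUO against PNO, 2 of 32 splits had as many DESeq2 calls as the 172 of the real split (highest other 231), and 3 of 32 as many limma-voom calls as the 703 (highest other 1224). For the 6 lists, 32 of 32 splits had as many genes called as the 0 of the real split, which says nothing about the lists. Under limma-voom the real split had 9 synaptic, 9 addiction, 4 opioid and 13 Table 1 genes. A different split had 11, 10, 4 and 9, another had 16, 14, 4 and 18, and the rest had fewer in each list. The split with 16 is the real one with the replicate 1 pups exchanged and the group names reversed, so it keeps much of the real grouping.

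The exclusion procedure called as many genes in 21, 17 and 5 of 32 splits as in the real one (86, 274 and 1230), with medians of 95.0, 280.0 and 260.0 and up to 244, 1385 and 3492 in the other 31. In the 68 splits parting fewer pairs its median was 140.0, 199.5 and 189.0 and its highest 1054, 1856 and 2114. The same test on all 6 pups per group called 12 genes between IUO and PNO where the exclusion procedure called 1230, and on simulated counts the procedure gave p-values under 0.05 in 15.0% to 22.0% of unchanged genes. It called 432, 347 and 470 unchanged simulated genes in the 3 comparisons. Since the runs with 12 and 1230 genes differ only in the exclusion, nearly all of the number depends on it. Most other splits and the simulated counts gave fewer than 1230 under the same exclusion, and how many of the 1230 are false calls was not tested. Scaling the counts to library size first left 65.1% of its calls higher in IUO, against 81.1% without scaling, so that library size alone does not account for the excess of higher genes.

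The opioid and addiction genes correlated with the striatal marker score within groups more than 99.9% of random lists of like expression. Tissue from the striatum in some dissections could contribute to their variation between pups. The score was 5.41 ± 0.85 in IUO, 4.52 ± 0.98 in PNO and 4.62 ± 1.36 in SAL, and IUO and PNO did not differ in it (two-sided exact permutation p = 0.128, adjusted 0.384 over 12 comparisons). With the score as a covariate the mean log2 fold change of the addiction genes between IUO and PNO shrank by 40.6%, from 0.25 to 0.15, and the limit set for calling tissue the main source of the difference was not reached.

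Of the 7 genes called between IUO and PNO, 6 were still called with Eif2s3y as a covariate and 7 with the striatal score, but 0 with the myelin score. That score was 7.57 ± 0.50 in IUO and 8.81 ± 0.80 in PNO, a difference of -1.24 (two-sided exact permutation p = 0.013, adjusted 0.156 over 12 comparisons). The adjusted p-values of the 7 genes lay between 0.0297 and 0.0356. Calls so near the threshold can be lost with a covariate that differs between the groups. This fit therefore cannot decide whether myelin content accounts for them. Single pups pointed both ways. PNO replicate 5 had an IUO-like score (7.39) but *Cdc42ep2* (16.98 CPM) above every IUO pup. SAL replicate 6 had the lowest score (6.64), with *Mettl7a* (11.46) in the range of IUO but *Selplg* (7.11) above it. Whether a difference in myelin content comes from the dissection or the exposure was not tested.

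Eif2s3y and Kdm5d, Y-linked genes, had more than 100 counts in 5 of 6 SAL, 4 of 6 PNO and 3 of 6 IUO pups, with 1382 to 2009 against 2 to 23 counts of Eif2s3y. Supplementary Table 1 lists 3 male and 3 female pups per group. No sex was assigned to a pup here.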
